A study of Homo sapiens with 2 samples. Its data were reported in "Splicing Factor PQBP1 Curtails BAX Expression to Promote Ovarian Cancer Progression" (2024).

How the data were processed

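RIP-seq libraries were made by the authors from nuclei of HEY cells overexpressing FLAG/Spy-tagged PQBP1. Per the labels, cells were crosslinked with formaldehyde, nuclear lysates were sonicated and incubated with anti-FLAG beads, DNase I was applied, and paired-end libraries were sequenced on a NovaSeq instrument. The authors cleaned the reads with fastp, aligned them to hg38 with BWA mem, and called peaks with MACS2 at q under 0.05. BWA mem does not align reads across splice junctions, so reads that cross one are clipped or lost. This can lower coverage at exon borders, which was not measured here. The samples were grouped by their titles into input (n = 1) and FLAG immunoprecipitation (n = 1).

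The deposited peak list gives, for each summit, a fold enrichment (a linear ratio of the pileup to the local background, each with 1 added), the −log10 p-value and −log10 q-value at the summit, and a score that is 10 times the −log10 q cut to a whole number. The authors' other deposited columns hold the start, end and summit offset. A region with several summits is repeated, once for each. These values were used to describe, rank and filter peaks within the list. Coordinates are on GRCh38 and are given counting from 1; peaks at RN7SK, MALAT1 and RPPH1 lay on those genes in this build.

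MACS2 computes fold enrichment and p-value from a whole number of reads in the immunoprecipitate and a background, so both were solved for at every summit. All 4162 summits (100%) gave a whole number, with a largest relative error of 5.7e-06 in −log10 p. The form of the Poisson tail was chosen by the fit: the other form gave whole numbers at 4 summits (0.0961%). Every background was either the genome floor (1022 summits) or a multiple of 1 input step, taken at the position (2215 summits), in 1 kb (649) or in 10 kb (276), with a fragment length of 148 nt. The use of the input as control is not stated in the methods and was read from these steps. With 1 read kept per position and strand, a summit could hold at most 296 reads, and 17 summits held more. More than 1 read per position and strand was therefore kept. Of the regions, 29.1% had the smallest width of 148 nt, the fragment length, which extended reads from 1 shared position would give. Whether reads at 1 position were PCR duplicates or distinct molecules was not tested, so read numbers may overstate independent molecules. Intervals on read numbers (exact Poisson) and on shares (Wilson, 95%) cover counting error only. This recovery was designed after the data were seen.

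Summits were annotated with GENCODE release 44, using all transcripts or the canonical transcript of each gene. CDS was given priority over 3′ UTR and 5′ UTR. A summit in several genes was assigned to the gene with the shortest span, among all genes or, for region shares and gene length, among protein-coding genes. Enrichment in exons and regions was tested by placing each summit at random within its gene 10000 times. Splice sites were those of the canonical transcript, with 1000 random placements in its exons or introns. Medians were compared with 100000 permutations over peaks or genes. Gene lists were compared with 10000 random lists drawn from the same deciles of exonic length. For 6-mers, windows of 51 nt on the sense strand were compared with 10 exonic positions of the same gene per summit. All tests were two-sided, with Benjamini-Hochberg adjustment over the 3 regions, the 8 gene lists or the 4096 6-mers, at 0.05. With 1 library per group, no test compares the immunoprecipitate with the input across replicates.

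Genes named were fixed before the data were examined: BAX, PQBP1, BCL2 family genes with a summit, the 5 genes with most summits, the genes at the 10 summits with the highest −log10 q, and the 5 6-mers with the smallest p-values. The SR, hnRNP, U2 snRNP, ribosomal protein, histone and ZNF lists were fixed with the BCL2 family and apoptosis lists. Alternatives were stricter q-values (−log10 q of at least 2 or 5), chromosomes 1 to 22 and X, the strongest peak per gene, other transcript sets, peak midpoints or overlap of at least 1 bp in place of summits, another order of regions, 50 or 200 nt from splice sites, matching on gene span, and other 6-mer windows and backgrounds. Placement within exons only and 6-mers within CDS only were added after the data were seen.

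Sequences of intergenic peaks were matched to GENCODE transcripts and to the 45S ribosomal RNA gene at the RefSeq position of RNA45SN1 with blastn 2.17.0 (megablast), at 90% identity over at least 100 nt. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.

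The procedures were tested on simulated data. Random placement of 4119 summits gave p under 0.05 in 4 of 100 simulations, and an enrichment of 2.05 was found as 2.04. The median test on 4119 values gave p under 0.05 in 5 of 100 simulations without a difference, and a planted log2 difference of 0.3 was found as 0.41 in 1 simulation. Summits and values were simulated as independent, whereas 201 genes with 5 or more summits held 48.7% of the real summits in genes. These error rates therefore do not cover clustered summits. Simulated read numbers were recovered at 2000 of 2000 summits. Of 4096 6-mers, 0 were called with none planted, and 20 of 20 planted 6-mers were called along with 122 others, since a planted 6-mer also changes those that overlap it. Gene lists of long genes among 20046 genes gave p under 0.05 in 2 of 100 simulations.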

Results

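RNA bound by PQBP1, a nuclear polyglutamine-binding splicing factor, was measured by RIP-seq (RNA immunoprecipitation followed by sequencing) in HEY cells, a human ovarian cancer cell line made to overexpress PQBP1 with a FLAG/Spy tag. The 2 samples were 1 library from the anti-FLAG immunoprecipitate and 1 input library prepared without antibody. The data analysed here were the authors' peak list for the immunoprecipitate, and the reads of the input were seen only through the background value of each peak. There were no replicates, so each test below describes this peak list and not the variation between experiments.

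The peak list held 4162 summits in 3504 distinct regions, and 368 regions (10.5%) contained more than 1 summit. Region width ranged from 148 to 17595 nt with a median of 188 nt. Fold enrichment over background, as given by the authors' peak caller, ranged from 1.85 to 122 with a median of 6.50 (interquartile range 4.87 to 8.86). The median −log10 q-value was 7.66, and 2855 summits had a −log10 q of at least 5. Of all summits, 4151 lay on chromosomes 1 to 22 and X, 7 on unplaced contigs, 2 on the mitochondrial genome and 2 on chromosome Y.

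The fold enrichment and p-value of each summit together fixed the number of reads piled up there and the scaled number in the background, and both were recovered for 4162 of 4162 summits. The median summit rested on 16 reads (interquartile range 11 to 26), with a minimum of 6 and a maximum of 5745. A total of 2607 summits (62.6%) had fewer than 20 reads and 705 (16.9%) had fewer than 10. At 1022 summits (24.6%) the background was the genome-wide floor of 0.664 scaled reads, so the local input contributed nothing to the ratio there. The input was counted in steps of 0.693 scaled reads, which gives the depth ratio of the immunoprecipitate to the input. If the peak caller's default effective genome size of 2.7e+09 was used, these values correspond to 12.1 M reads in the immunoprecipitate and 17.5 M in the input.

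**Figure D1:**
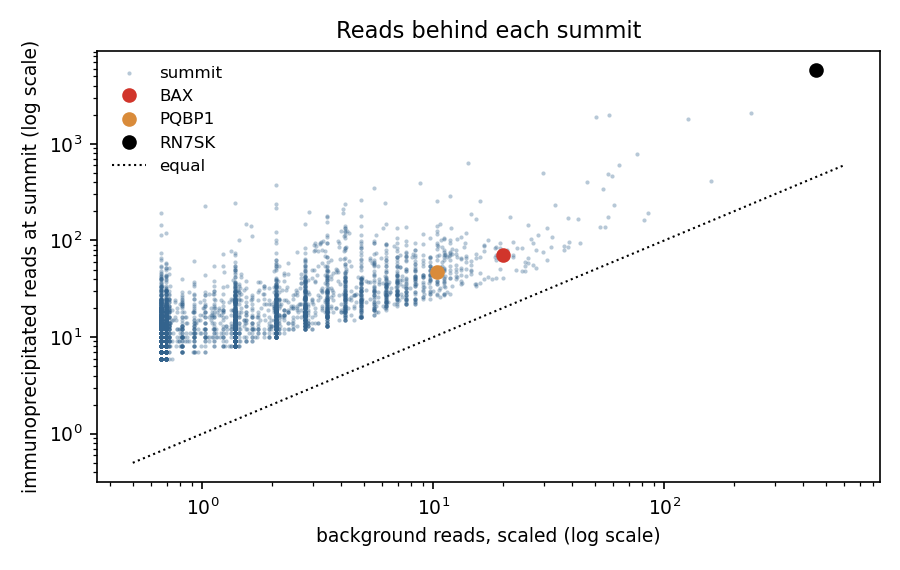
Reads of the immunoprecipitate at each of the 4162 summits (y axis, log scale) against the scaled background reads at the same position (x axis, log scale), with each point a summit and the dotted line marking equal values. All summits lie above the line, the BAX summit has 71 reads over a background of 20.1, and the vertical stripes at the left are summits with a background of 0.664 or a few steps of 0.693.

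To determine which part of the transcripts PQBP1 peaks occupied, summits were compared with the gene annotation. A total of 3891 of 4162 summits (93.5%, 95% Wilson interval 92.7 to 94.2) lay in an annotated exon. Among the 4119 summits inside genes, 94.5% were exonic, whereas random placement within the same genes gave 32.2%, a ratio of 2.93 (two-sided permutation test by random placement, p = 0.0002, the smallest value that 10000 placements can give). Taking the midpoint of each region in place of the summit lowered the exon share most, to 84.2%, and the p-value was unchanged.

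By region, 3203 summits (77.0%) lay in coding sequence (CDS), 509 (12.2%) in non-coding exons, 228 (5.48%) in introns, 109 (2.62%) in 3′ UTRs, 70 (1.68%) in 5′ UTRs and 43 (1.03%) outside genes. An exon of any transcript was counted as exon. With the canonical transcript of each gene alone, 605 summits (14.5%) lay in introns and 255 (6.13%) in non-coding exons instead. A position that was CDS in any transcript was counted as CDS. Among the 3896 summits in protein-coding genes, CDS held 82.2% (81.0 to 83.4) against 10.7% expected from placement over the whole gene, a ratio of 7.70 (placement permutation test, Benjamini-Hochberg adjusted p = 0.0003 over 3 regions). The 3′ UTR held 2.80% (2.32 to 3.36) against 6.06% expected, a ratio of 0.461 (same permutation test, adjusted p = 0.0003). The 5′ UTR held 1.80% against 2.12%, which did not differ (same permutation test, adjusted p = 0.16), although it was 1.92% against 7.26% with placement within exons (same permutation test, adjusted p = 0.0002). The 3′ UTR result depended on how overlapping transcripts were read. When a position that was UTR in any transcript was counted as UTR, the 3′ UTR share was 28.1% against 9.02% expected, a ratio of 3.12, and the CDS share was 54.1%. That excess holds against placement over the whole gene only. Of the 3639 exonic summits, 30.1% were then in 3′ UTRs against 32.6% expected from placement within exons, a ratio of 0.923 (placement permutation test, adjusted p = 0.0006), and the ratio was 0.135 with CDS read before UTRs. Placement within exons was added after the data were seen. With only the canonical transcript of each gene, where no position has both annotations, the 3′ UTR share was 1.10% against 4.49%, a ratio of 0.246. CDS summits were also fewer than placed at random in last coding exons, with 110 observed and 264 expected. The ratio was 0.416 (placement permutation test, p = 0.0002). This alone does not tell a shortage in UTR sequence from a shortage in last exons.

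**Figure D2:**
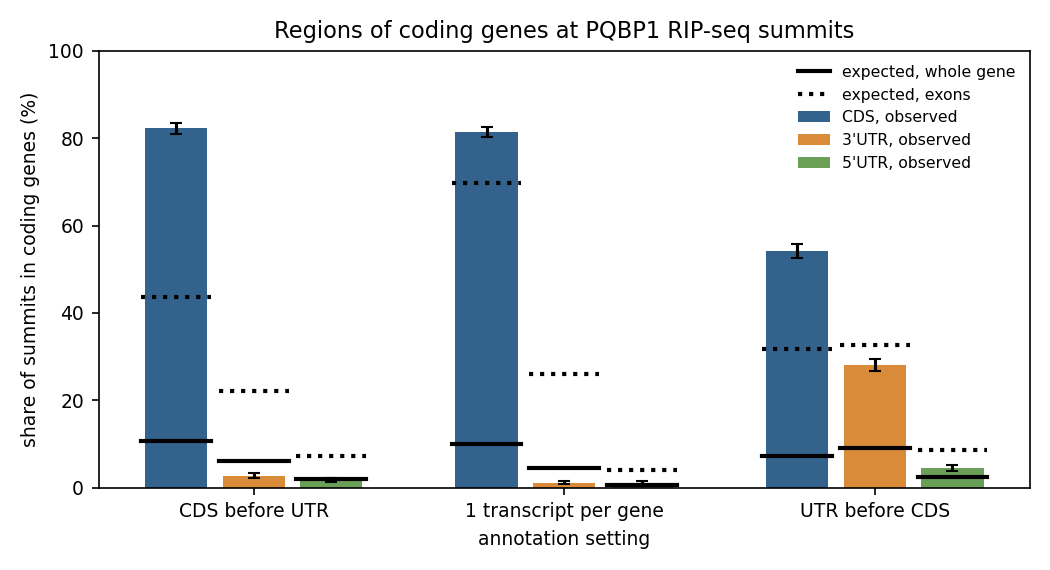
Share of the 3896 summits in protein-coding genes that lay in CDS, 3′ UTR or 5′ UTR (bars, in percent, with 95% Wilson intervals) under each of 3 annotation settings, with solid lines for the share expected from placement over the whole gene and dotted lines for placement over exons. The 3′ UTR bar is below the solid line at 2.80% and 1.10% in the first pair of settings and above it at 28.1% when UTRs were read before CDS.

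Binding near splice sites was examined because PQBP1 is part of the spliceosome. Of 3836 summits in spliced protein-coding genes, 1459 were nearest to a 5′ splice site and 1586 nearest to a 3′ splice site, each within 100 nt. The 5′ splice site share was 47.9% (Wilson interval 46.1 to 49.7), below an even division (two-sided exact binomial test, p = 0.022). Random placement in the same exons and introns gave an expected share of 49.7%, and the difference from that value did not pass the threshold (placement permutation test, p = 0.094). Within 200 nt the share was 48.4% (exact binomial p = 0.073). Together 79.4% of summits lay within 100 nt of a splice site, against 52.2% with placement over the exons or introns of the same genes (placement permutation test, p = 0.002, the smallest value that 1000 placements can give). When CDS summits were placed over CDS alone, 84.2% were observed and 81.3% expected, and with placement in the same internal exon 86.7% were observed and 91.1% expected (placement permutation test, p = 0.002 for both).

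The height of exonic and intronic peaks was compared through their fold enrichment. The median was 6.50 for 3891 exonic summits and 6.01 for 228 intronic summits, a log2 difference of 0.11 (two-sided permutation test, p = 0.084). The difference was −0.11 on the log2 scale (permutation p = 0.091) when only summits with a −log10 q of at least 5 were kept. With only the strongest peak per gene, exonic summits had the higher fold enrichment, past the threshold (0.222, permutation p = 0.026). Their −log10 q was also higher (0.605, permutation p = 1e-05). That value is not a height, since it rises with the number of reads as well. Median reads were 15 to 18 in the exonic regions and 11 in introns. The result thus depended on the measure and the peaks kept.

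BAX is a BCL2 family gene whose protein promotes apoptosis, and the study examined the skipping of its exon 2. BAX (ENSG00000087088.21, GRCh38 chromosome 19, 48954815 to 48961798, plus strand) had 1 peak, at 48955501 to 48955861. The peak covered all 52 nt of exon 2, all 87 nt of intron 2 and all 147 nt of exon 3 of the canonical transcript, with 47 nt of intron 1 and 28 nt of intron 3. Intron 2 is shorter than the fragment length of 148 nt to which reads were extended. Its coverage therefore cannot tell reads from intron 2 from extended reads of exons 2 and 3. Its summit at 48955738 lay in the CDS of exon 3. The summit had 71 reads (exact Poisson 95% interval 55.5 to 89.6) against a background of 20.1, a fold enrichment of 3.41 with a −log10 q of 14.3. This number of reads exceeded that of 95.2% of summits in the list, whereas its fold enrichment exceeded that of 4.64%. PQBP1 itself (ENSG00000102103.18, chromosome X, 48890197 to 48903402, plus strand) also had 1 peak, at 48901187 to 48901336, with its summit in exon 3. It had 47 reads (34.5 to 62.5) over a background of 10.4, a fold enrichment of 4.21 and a −log10 q of 12.5. The overexpressed PQBP1 transcript can add reads to both libraries at this gene. The only other BCL2 family gene with a summit was BCL2L12. Its peak (chromosome 19, 49667154 to 49667328) lay over 8 nt of exon 3 and 167 nt of intron 3, with 29 reads, a fold enrichment of 18.0 and a background at the genome floor.

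**Figure D3:**
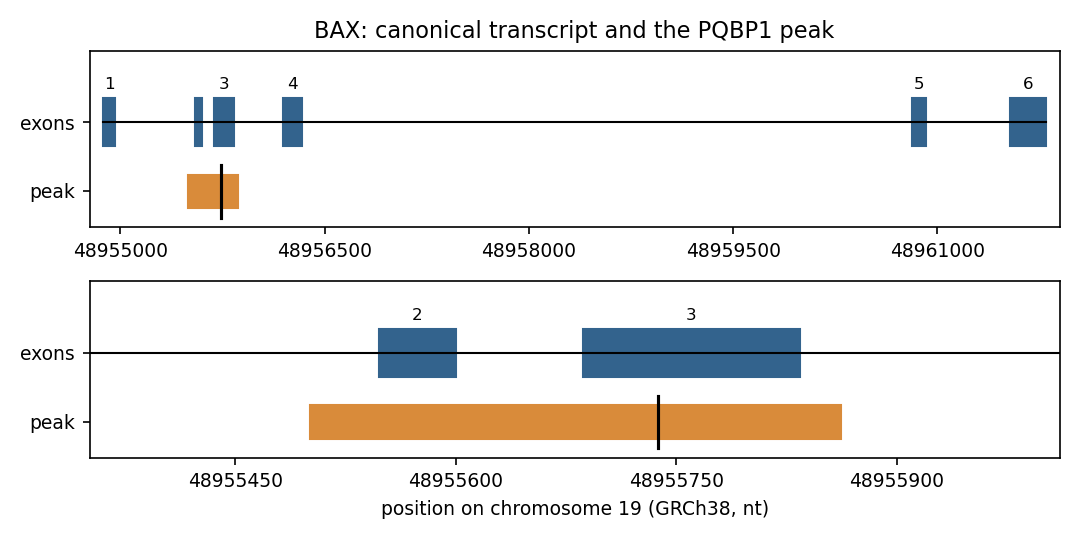
Map of BAX on chromosome 19 (GRCh38, position in nt), to scale, with exons of the canonical transcript as blue boxes, the PQBP1 peak as an orange box and its summit as a black line, for the whole gene (top) and around the peak (bottom; the unlabelled box in the top panel is exon 2). The peak spans exons 2 and 3 with the 87 nt intron between them, which is shorter than the fragment length of 148 nt, and the summit is in exon 3.

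The 10 summits with the highest −log10 q lay mainly at abundant nuclear non-coding RNAs. RN7SK (chromosome 6, 52995648 to 52995900) had the most reads, 5745, with a fold enrichment of 12.7. A pair of summits lay in MALAT1 on chromosome 11, with fold enrichments of 33.9 and 36.6. The antisense TALAM1 overlaps MALAT1 there, and peaks carry no strand, so the gene cannot be told from the position. Others were at RMRP (14.0), RPPH1 (8.64), SNORA73A (122), SCARNA12 (40.8), SNORD3A (53.1) and a site shared by SCARNA10, NCAPD2 and a lncRNA (41.8). RCC1 and SNHG3 also lay at the SNORA73A summit, PHB2 at the SCARNA12 summit and another annotated gene at the RPPH1 summit. The gene is uncertain there too. Among the 10 summits, HSP90AA1 was the only protein-coding gene with the summit in CDS, with a fold enrichment of 10.1. RN7SK and HSP90AA1 have related copies in the genome, so their reads may be shared with other loci.

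Summits fell in 1502 genes, of which 1266 (84.3%) were protein-coding, 111 were lncRNA genes, 61 were pseudogenes and 48 encoded snoRNA, scaRNA or snRNA. A total of 801 genes (53.3%) had 1 summit, and the 201 genes with 5 or more held 48.7% of the summits in genes. Most summits were found in DST (86), MACF1 (60), NEAT1 (60), PLEC (39) and AHNAK (33). NEAT1, a nuclear lncRNA, had a median of 81.5 reads per summit and a median fold enrichment of 15.5, against 17 reads and 8.82 in DST. At 566 summits (13.6%) more than 1 annotated gene was present, and there the gene is uncertain. When summits were assigned among protein-coding genes only, disregarding other genes at the same position, 1331 such genes had a summit. Their median exonic length was 7.14 kb, compared with 4.24 kb for the rest of the 20046 (two-sided permutation test, p = 1e-05, the smallest value that 100000 permutations can give). Their median span was 37.9 kb compared with 26.6 kb (permutation p = 1e-05).

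To ask whether apoptosis genes were over-represented, 8 gene lists fixed before the data were examined were compared with genes of matched exonic length. Summits were found in 2 of 22 BCL2 family genes (9.09%, expected 5.34%) and in 4 of 43 apoptosis genes (9.30%, expected 7.46%), namely APAF1, BAX, MDM2 and TNFRSF10B. Neither passed the threshold against length-matched genes (permutation test over 10000 random lists, adjusted p = 0.81 for both). Few genes of these lists were expected to have a summit, so only a large excess could have passed. A smaller one stays open. Summits were present in 11 of 14 SR protein genes (78.6%, expected 8.55%, adjusted permutation p = 0.0004), 13 of 25 hnRNP genes (52.0%, expected 8.89%, adjusted p = 0.0004) and 6 of 17 U2 snRNP protein genes (35.3%, expected 7.11%, adjusted p = 0.0026). Cytosolic ribosomal protein genes also had more, with 42 of 87 (48.3%, expected 4.56%, adjusted permutation p = 0.0004). ZNF genes had fewer, with 9 of 476 (1.89%, expected 7.91%, adjusted permutation p = 0.0004). No summit was found in 79 replication histone genes (expected 1.12%, adjusted permutation p = 0.81). That is the lowest count possible, so a shortage could not have passed in this list. Expression was not matched in these comparisons, and the input background at summits in SR and hnRNP genes was above that in other genes, with medians of 3.93 and 0.825 scaled reads.

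**Figure D4:**
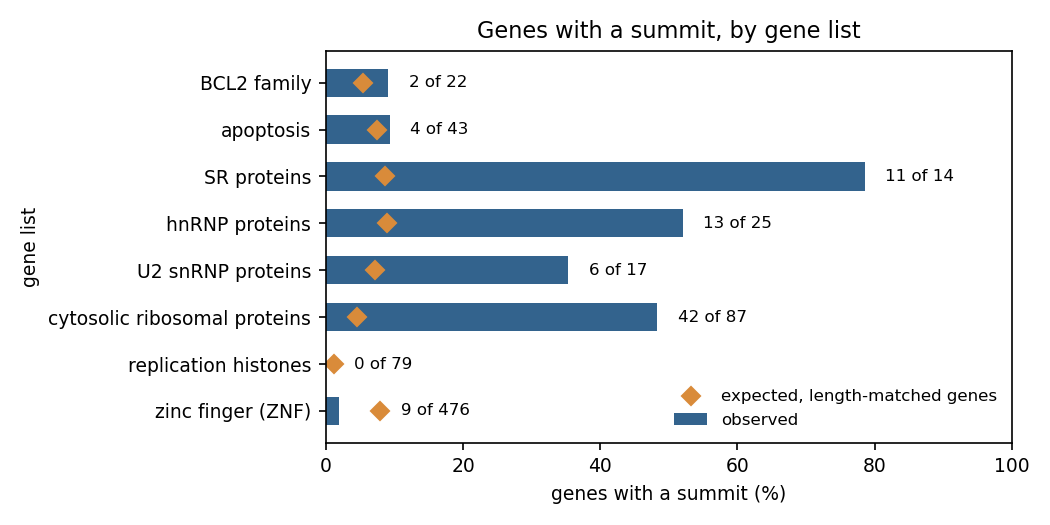
Percentage of genes with a summit in each of 8 gene lists (bars, with the counts beside them) and the percentage expected from random genes of matched exonic length (diamonds). SR protein genes stand at 78.6% against 8.55% expected, the BCL2 family at 9.09% against 5.34% and the apoptosis list at 9.30% against 7.46%.

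Sequence at the summits was compared with other exonic positions of the same genes. In windows of 51 nt at the strongest exonic summit of 1246 genes, 302 of 4096 6-mers differed in frequency from 12460 background windows at an adjusted p under 0.05 (Fisher's exact test, two-sided, Benjamini-Hochberg), 182 more and 120 less frequent. Overlapping 6-mers are not independent. The 5 with the smallest p-values were AAGAAG, AGAAGA, GAAGAA, GAAGAG and TGAAGA. AAGAAG was present in 13.4% of summit windows and 3.40% of background windows, a ratio of 3.94 (Fisher's exact test, adjusted p = 1e-39), and the ratios of the other 4 ranged from 3.43 (TGAAGA) to 3.88 (GAAGAG). Purine content was 58.1% at summits and 50.5% in the background. When both summits and background were restricted to CDS, a comparison added after the data were seen, 80 6-mers passed and the ratio of AAGAAG was 2.18 (Fisher's exact test, adjusted p = 1.2e-14).

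**Figure D5:**
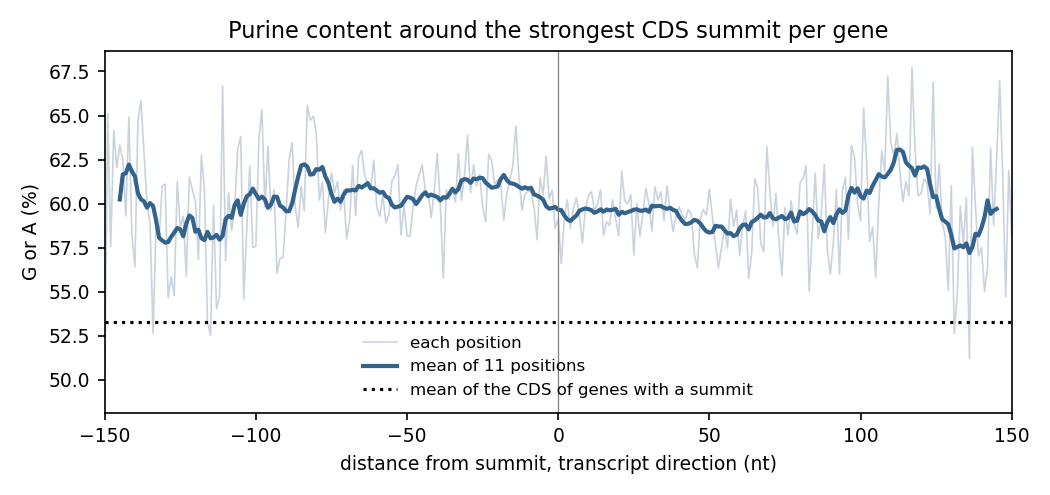
Purine content (G or A, in percent) at each position from 150 nt upstream to 150 nt downstream of the strongest CDS summit of 1110 genes, counting only positions in the same exon, with a running mean of 11 positions (dark line) and the mean CDS of genes with a summit (dotted line, 53.3%). The running mean is above the CDS mean throughout (lowest 57.2%), while 5 single positions are below it, and in 790 exons with both parts it was 60.5% within 10 nt of the summit and 59.1% at 60 to 120 nt.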

Values the study reported

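The study reported that 55.18% of PQBP1 binding in the RIP-seq data was assigned to exons. For spyCLIP-seq, a crosslinking method with a covalent tag, the exon share it gave was 62.46%.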

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

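The tests on the chromosome 3 cluster and the match to 45S ribosomal RNA were chosen after the results were seen; the match to annotated transcripts was set before its outcome was known.

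Of the 4162 summits, 7 lay on unplaced contigs, outside the gene comparisons, and they drew attention because their fold enrichment over background ran from 5.32 to 116. At 4 of them, including the one with a fold of 116, the background was the genome floor, so the input contributed nothing to the ratio. A technical explanation is that reads of an abundant RNA were placed on copies of its gene. Regions on contigs were matched to the 45S ribosomal RNA gene, and 5 of 7 matched at 90% identity over at least 100 nt, against 0 of 760 intergenic control sequences of the same widths. However, 4 of the 5 lie within 7.19 kb of a single contig and count as 1 copy, so regions matched on 2 of 4 contigs and no p-value is given. The region with a fold of 116 and 192 reads was among them. Of the other intergenic regions, 2 matched as well, with a highest fold of 11.4. The region off the contigs with the highest fold, 70.5 with 216 reads on chromosome 19, matched neither this gene nor an annotated transcript. Copies of the 45S ribosomal RNA, matched by 5 regions, stay a possible explanation that so few independent places cannot settle. A match to annotated transcripts in general was found for 7 of 38 intergenic regions (18.4%) and 14.5% of control sequences (Fisher's exact test, p = 0.48), a test that decides nothing because GENCODE does not annotate the full ribosomal RNA precursor. Whether PQBP1 binds ribosomal RNA cannot be read from these peaks, and no biological explanation was tested.

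A single stretch of chromosome 3 (summits from 104268264 to 104430041) held 23 of the 43 intergenic summits (53.5%), while the next highest number in 1 Mb was 4. It was singled out because these summits belong to no gene in the main annotation and stood above their background. They had 7 to 23 reads and folds from 4.19 to 14.4, and at 13 of them the background was the genome floor. The highest background was 1.39 scaled reads. Peak calling requires a low background where reads are few, so this value does not decide on residual DNA from extra copies of the locus, which stays open. Only 4 of the 19 regions (21.1%) matched an annotated transcript elsewhere, about the control share (Fisher's exact test, p = 0.51), which argues against copies of annotated RNAs. Of the 23 summits, 20 lay within the RefSeq lncRNA gene LOC105374020 (chromosome 3, 104334239 to 104456674), while the GENCODE annotation used has no gene at these summits. A transcript missing from the main annotation may thus explain most of the cluster. Whether its enrichment reflects binding by PQBP1 or a difference in how nuclear RNA was recovered was not tested.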

How the results depend on the processing

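Placement within exons only and the 6-mer comparison within CDS were chosen after the data were seen; the other alternatives were set before the data were examined. Over 21 results, 112 alternative values were computed. Of these, 97 kept their direction and their side of the threshold, or, for counts, stayed within 1.5 times the first count. The number of peaks fell to 2855 at the strictest q and the number of genes with peaks ranged from 1089 to 1824, within that limit. The exon share ranged from 84.2% to 97.9%, always above placement. Some of the 97 could hardly have changed. Chromosomes 1 to 22 and X held 4151 of the 4162 summits, and BAX and PQBP1 had 1 peak each.

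The remaining 15 were 6 reversed, 4 stronger, 2 weaker and 3 moved. Reading UTRs before CDS turned the 3′ UTR shortage into an excess (28.1%), because that order assigns to UTR the positions that are CDS in other transcripts. The excess is against placement over the whole gene; with placement within exons the same order gave 30.1% against 32.6% expected, a ratio of 0.923 (placement permutation test, adjusted p = 0.0006), still a shortage. The 5′ UTR share, which did not differ in the first setting, was above expectation at 4.57% in that order, at 1.13% with 1 transcript per gene, and, without passing the threshold, at 2.63% for the strongest peak per gene and at 2.06% for midpoints. It was below expectation, past the threshold, at 1.44% with a −log10 q of at least 5 and at 1.92% with placement within exons only. Against placement over the whole gene no direction can therefore be given for it. With placement within exons it was below expectation in all 8 settings, with ratios from 0.211 to 0.564 (placement permutation test, p = 0.0002 in each).

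Against an even division, the splice site share lost its significance within 200 nt (48.4%) and for midpoints (48.1%). Against random placement it had not passed in the first setting (placement permutation test, p = 0.094). In the alternatives the placement permutation p ran from 0.05 within 50 nt to 0.59 within 200 nt. The exonic minus intronic log2 difference in fold enrichment was −0.107 with a −log10 q of at least 5, 0.222 for the strongest peak per gene and 0.605 for −log10 q in place of fold. Both of the latter passed the threshold (permutation p = 0.026 and 1e-05), unlike the first setting; the cause was not tested.

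The number of 6-mers called was 798 with windows of 50 nt to each side, 126 with a background 200 to 500 nt from the summit and 80 within CDS. Of the 69 more frequent within CDS, 66 were also among the 182 of the first setting. The windows of the shorter lists numbered 1015 and 1063 in place of 1246. With fewer windows still, 899 at a −log10 q of at least 5, 247 6-mers were called. Fewer windows alone thus need not give such short lists, and the cause was not tested.

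The depth limits single peaks: with a median of 16 reads, a summit is known at best to its counting error. No paired analysis was possible because there was 1 library in each group, and leaving out a library was not possible.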

Other observations

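The tests of residual DNA, of CDS composition and of G+C content were chosen only after the results were seen, as were the comparison of each exon effect with the size of the 3′ UTR shortage, that of each flank with the summit, and the placement near splice sites without last or first exons; the rest were set before their outcomes were known.

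The exon share here was 93.5%. That is higher than the value quoted from the study for RIP-seq above, and so was the lowest exon share among the alternatives, 84.2%. The order in which CDS and UTRs are read moves summits between regions, with CDS holding 77.0% of all summits when read before UTRs and 50.7% when read after them, but leaves the exon share as it is. Counting the exons of the canonical transcript alone lowered the exon share to 84.4%. The rules of the authors' annotation were not known here, and the cause of the difference from the study was not tested.

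Residual genomic DNA as the source of the peaks is argued against by the intergenic share of 1.03%, against 42.4% of the genome. Whether introns only lacked the reads to reach the threshold stays open. Among summits in genes with fewer than 10 reads the exon share was 89.5% against 27.2% expected, and it was 98.4% against 49.2% with 50 or more. This rise goes with that explanation, but the input coverage of introns without peaks was not analysed here.

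Several explanations were weighed for the low number of summits in 3′ UTRs. In canonical transcripts the summit rate per base in 3′ UTRs was 0.0242 of that in CDS (95% bootstrap interval over genes 0.0156 to 0.0341). Within strata of equal purine content it was 0.0290 (0.0188 to 0.0405), which argues against purine content as the whole cause. Long internal exons (500 nt or more) held 0.470 (0.354 to 0.626) of the rate of those under 200 nt in the same genes, far above 0.0242, which argues against extended reads in short exons as the whole cause. An input piled up at the 3′ end could lower the number of peaks there, and CDS in last coding exons held 0.416 of the expected summits. First coding exons held 0.497 of theirs (81 against 163, placement permutation p = 0.0002), so a shortage was present in end exons at both ends. Neither CDS shortage reaches the size of that in 3′ UTRs. Next to stop codons, however, the first 200 nt of 3′ UTR held 5 summits and the last 200 nt of CDS in the same exons held 9 (exact binomial p = 0.42), too few to tell a UTR effect or unused distal UTR from an effect of the end exon. Input at the 3′ end, end exons and unused distal UTR therefore stay open.

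The closeness of summits to splice sites was compared with placement in CDS. For all summits in spliced genes the gap between the observed and expected share within 100 nt was 27.1 percentage points, and for the 3147 CDS summits, placed within CDS alone (expected 81.3%), it was 2.88. The remaining gap was still above every placement, but the CDS of last exons, itself short of summits, was kept in that comparison. With last exons left out of both summits and placement, 86.5% of 3042 summits lay within 100 nt against 85.5% expected (placement permutation test, p = 0.078), and with first exons left out as well 86.7% against 86.5% (same permutation test, p = 0.68). Few summits in last exons are thus a candidate explanation of the closeness, which does not separate UTRs from end exons. Within the same exon the direction was the opposite. Of 3013 CDS summits in internal exons, 86.7% lay within 100 nt of a splice site against 91.1% expected. The placement permutation test gave p = 0.002, the smallest 1000 placements can give. These summits were nearer to the exon centre than placed positions, at 0.288 of the distance from centre to border against 0.504 (same permutation test, p = 0.002). The median exon with a CDS summit was 147 nt long and the fragment length was 148 nt. Summits set by read ends at exon borders are a candidate explanation of the central position, so the summit may not be a precise binding position.

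Purine-rich 6-mers at summits went in part with CDS composition, since restriction to CDS lowered the ratio of AAGAAG from 3.94 to 2.18 and the 6-mers called from 302 to 80. CDS composition is argued against as the whole cause, since within CDS 69 6-mers were still more and 11 less frequent at summits. Of the 69, 66 were among the 182 more frequent in the first setting. The lowest ratio of the 5 named 6-mers within CDS was 2.12, but these were chosen for their small p-values in the first setting. Within CDS, G+C content is argued against as well, since it differed by −0.49 percentage points while purine content differed by 6.45. In the first setting G+C content was higher at summits, 51.3% against 49.4% in the background. Purine content was 58.1% against 50.5% there. Within 790 exons, purine content at the summit was 1.31 percentage points (SE 0.558) above that at 60 to 120 nt (sign-flip permutation test, p = 0.018), whereas the excess over the CDS mean was 7.17. Taken by flank, the summit was 2.0 points (SE 0.688) above the downstream flank in 556 exons (sign-flip permutation test, p = 0.0038) but 0.928 (SE 0.722) above the upstream flank in 515 exons (same permutation test, p = 0.2). Purine content at 60 to 120 nt was 59.1% against a CDS mean of 53.3%, so an excess confined to the summit is argued against. Whether the remaining 1.31 points belong to the summit stays open. Purine-rich exons being selected by PQBP1 or by partner proteins is a hypothesis that was not tested.

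Genes with long CDS had more summits than length alone would give. The rate per Mb of CDS was 3.51 times higher in the longest than in the shortest 25% of genes (95% bootstrap interval 2.70 to 4.73). Expression and the threshold on reads were not matched.

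RNA abundance is a candidate explanation for the SR and hnRNP lists, whose strongest CDS summits had a log2 input background 2.25 above that of other genes (permutation p = 5e-05). For the 25 ribosomal protein genes with a CDS summit the log2 difference was 0.16 (permutation p = 0.87), and it cannot be told apart from none because most backgrounds were near the floor. Summits at annotated small RNAs in the introns of ribosomal protein genes do not account for that list. Of the 42 genes, 2 had summits at small RNAs alone, and the other 40 (46.0%, expected 4.54%) were still in excess (permutation over random lists, p = 0.0002). Reads were extended to 148 nt, so a summit from a small RNA may lie outside its annotation. Since only 25 of these genes had a CDS summit, small RNAs stay possible for part of the list.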
